A study of Saccharomyces cerevisiae with 9 samples. Its data were reported in "Pleiotropic effects of PAB1 deletion: Extensive changes in the yeast proteome, transcriptome, and translatome" (2024).

How the data were processed

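Ribosome profiling (Ribo-Seq) sequences the mRNA fragments that ribosomes protect from nuclease, so that the count of fragments of a transcript reflects both how much of the mRNA a cell holds and how densely ribosomes occupy it. The data comprised 9 libraries of Saccharomyces cerevisiae strain W303 in 3 groups of 3: the wild type (WT), a strain lacking PBP1 (pbp1Δ) and a strain lacking both PAB1 and PBP1 (pab1Δpbp1Δ). Groups and replicate numbers were taken from the labels. Per the study's methods, the WT libraries were technical replicates of a single strain, the pbp1Δ libraries came from separate isolates, and the pab1Δpbp1Δ libraries came from isolates derived from a single pbp1Δ isolate. Its results section instead speaks of 3 biological replicates of each strain. By the methods, the spread among WT libraries is not a spread between isolates, and tests against WT treat it as one. PBP1 was replaced by URA3 and PAB1 by a kanamycin resistance gene.

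The authors digested lysates with RNase I, isolated 80S ribosomes, and prepared libraries with random nucleotides at both read ends, which served to remove PCR duplicates. They trimmed the reads, removed those of non-coding RNA, aligned the rest to a yeast transcriptome that holds spliced and unspliced forms of intron-containing genes, and quantified them with RSEM. The authors deposited RSEM expected counts, which are estimated counts in which a read that matches several transcripts is divided among them, per transcript isoform and per gene. The authors deposited FPKM values (fragments scaled by transcript length and library depth) for the same entries. The isoform table held 6952 entries, of which 6587 were spliced or intronless transcripts, 343 were unspliced forms and 22 were other entries. The gene table held 6656 entries. Gene symbols came from a RefSeq table of the R64 assembly, in which 6259 of the isoform entries matched a locus tag. The table was used for names and gene order alone, since the build behind the deposited tables is not named in them, and no coordinates are given.

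Total expected counts ranged from 3149040 to 6903587 per library. A limit of 3 counts corresponds to between 4.35e-05% and 9.53e-05% of a library's counts. Intervals on shares are 95% Wilson intervals and cover counting error alone. Replicates of a group were checked for duplication. The chi-square statistic per degree of freedom lay between 5.95 and 46 over the 9 replicate pairs, so each library was counted as a separate sample.

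The tests, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined. Expected counts of the isoform table were rounded and compared between pairs of groups with DESeq2 1.42.0 under R 4.3.3, with the 6 libraries of each pair in the fit, no covariate, independent filtering at 0.01, and a call at a Benjamini-Hochberg adjusted p-value below 0.01. The use of isoform expected counts, the filtering level and the threshold follow the study's methods, which do not say which libraries each fit held. A group was described as not overlapping another where all of its 3 normalized counts lay above or below all 3 of the other. Gene lists were tested with camera from limma 3.58.1 on log2(normalized count + 1) of entries with a mean count of at least 10, with a preset inter-gene correlation of 0.01 and a threshold of 0.05 on the p-value adjusted over the 12 lists. The lists were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, initiation factors, elongation factors, release and recycling factors, decapping and 5′-3′ decay factors, deadenylation and 3′-5′ decay factors, the 20S proteasome core, glycolytic enzymes, oxidative phosphorylation subunits, ribosome biogenesis factors and chaperones of the heat shock response. The share of counts in ribosomal protein transcripts was compared with exact two-sided permutation tests. Effective transcript lengths were derived from the expected counts and FPKM of the same library.

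The genes named were PAB1, PBP1 and URA3, the 5 highest and 5 lowest log2 fold changes of pab1Δpbp1Δ against pbp1Δ and the 3 highest and 3 lowest of pbp1Δ against WT, 17 translation and mRNA decay factors that the study discusses by name, and the lowest and the highest member of each list in pab1Δpbp1Δ against pbp1Δ. The 5 and the 3 highest and lowest were taken among calls with a mean normalized count of at least 100 and no overlap between the groups. The members of the lists were taken without these limits, and some of them were not called.

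The alternatives were edgeR 4.0.16 with its quasi-likelihood test, edgeR's TMM factors, size factors without ribosomal protein transcripts, a minimum mean count, no independent filtering, the gene table, spliced and intronless entries alone, a fit on all 9 libraries, the replicate number as a block, other thresholds, limma on log2 FPKM, and fits that left out each library in turn. For single genes, the alternatives were edgeR, the gene table, size factors without ribosomal protein transcripts, the replicate number as a block and the fits that left out a library. For the lists, fry and an estimated inter-gene correlation were added. DESeq2, edgeR and limma were run on simulated data in which 200 of the transcripts were changed by 2 on the log2 scale. Camera and fry were run on other simulated data, in which transcripts varied independently. The other steps were not tested in these ways. DESeq2 recovered 99.5% of the 200 changed transcripts over 6304 transcripts, with 6 unchanged transcripts called. The quasi-likelihood test of edgeR recovered 100% over 5361 transcripts, with 5 unchanged transcripts called. Of 12 simulated lists, 1 of them shifted, camera and fry each found the shifted list, and camera called 0 and fry called 1 of the others. That simulation does not show how often camera calls unshifted lists whose members vary together.

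RNA-Seq libraries were not analysed here, so translation efficiency was not computed and a change in footprint counts does not separate mRNA abundance from ribosome occupancy. The FPKM table per gene was not used here. The values of 1 ribosomal protein gene pair are not reported here.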

Results

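Ribosome footprints were counted in 3 WT, 3 pbp1Δ and 3 pab1Δpbp1Δ libraries of S. cerevisiae W303 grown in rich medium. Pab1 is the cytoplasmic poly(A)-binding protein of yeast. Its gene is essential, and loss of Pbp1, a protein that binds Pab1, allows cells to live without it. The WT libraries held 4790126, 5110299 and 5282755 expected counts, the pbp1Δ libraries 6240719, 6646835 and 5710441, and the pab1Δpbp1Δ libraries 5500986, 6903587 and 3149040, in the order of the replicate numbers. The third pab1Δpbp1Δ library was the least deep of the 9.

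The deleted genes were examined first. Over a scaling common to all 9 libraries, PAB1 had 5358 ± 258 normalized counts in WT (SD, n = 3) and 5175 ± 529 in pbp1Δ (SD, n = 3). In the pab1Δpbp1Δ libraries its normalized counts were 0, 3 and 0. PBP1 had 794 ± 17.7 normalized counts in WT (SD, n = 3), 0, 3 and 0 in the pbp1Δ libraries, and 0 in each pab1Δpbp1Δ library, which is at least 165-fold lower than in WT. The counts matched the labels of all 9 libraries. URA3, the gene that replaced PBP1, had 208 ± 19.8 normalized counts in WT, 322 ± 15.8 in pbp1Δ and 349 ± 1.42 in pab1Δpbp1Δ (SD, n = 3 each). Its rise in pbp1Δ against WT had a log2 fold change of 0.62 and a DESeq2 adjusted p-value of 0.00762, with all 3 pbp1Δ libraries above all 3 WT libraries. The adjusted p-value ranged from 0.0062 to 0.16 over 10 alternatives, 3 of which kept the call. Leaving out any of WT replicates 1, 2 and 3 or pbp1Δ replicates 2 and 3 lost the URA3 call, with log2 fold changes of 0.55, 0.68, 0.64, 0.64 and 0.58. All strains without PBP1 carry this marker, so the deletion and the marker were not separated in any comparison with WT.

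**Figure D1:**
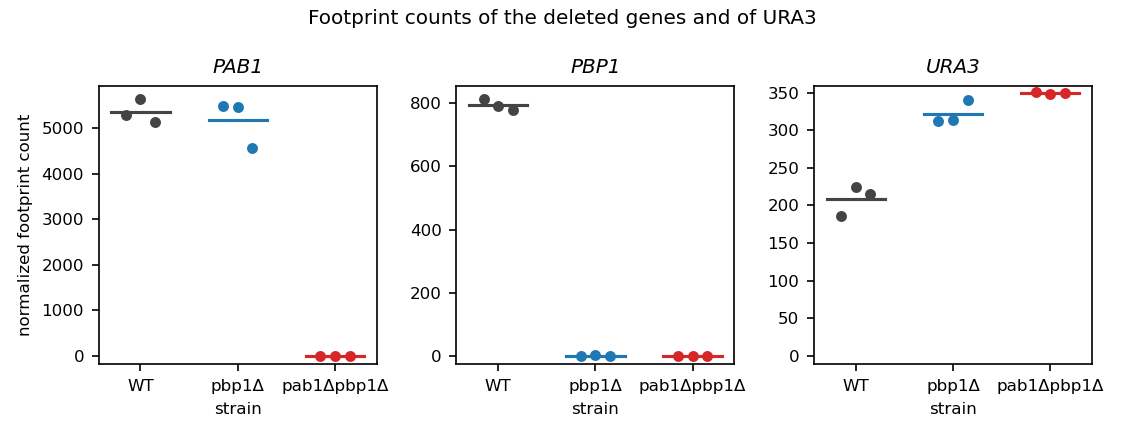
Normalized footprint counts (linear axes) of PAB1, PBP1 and URA3 in each library, with points for the 3 libraries of each strain and a line at their mean. PAB1 reached at most 3 normalized counts in pab1Δpbp1Δ and PBP1 at most 3 in pbp1Δ.

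Libraries of one strain resembled each other more than they resembled pab1Δpbp1Δ. Across 5304 entries, the Pearson correlation of log2 normalized counts was 0.976 to 0.983 between WT libraries, 0.97 to 0.983 between pbp1Δ libraries and 0.958 to 0.967 between pab1Δpbp1Δ libraries. Between pbp1Δ and WT libraries it was 0.961 to 0.979, so some of these pairs lay below the lowest value inside either strain. It was 0.901 to 0.927 between pab1Δpbp1Δ and pbp1Δ libraries and 0.886 to 0.91 between pab1Δpbp1Δ and WT libraries. These are correlations across genes, which are not independent replicates. The lowest value within a strain moved most with no filter, to 0.975. The median SD of log2 normalized counts was 0.154 in WT, 0.195 in pbp1Δ and 0.244 in pab1Δpbp1Δ.

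To see what changed with the loss of Pab1, pab1Δpbp1Δ was compared with pbp1Δ, which shares the PBP1 deletion. Per the study's methods, pab1Δpbp1Δ cells doubled more slowly than WT and pbp1Δ cells. Slow growth and descent from a single pbp1Δ isolate were not separated from the loss of Pab1, here or in the gene lists below. DESeq2 tested 5772 entries and called 1230 of them, 639 higher and 591 lower in pab1Δpbp1Δ. Among the calls, 599 had an absolute log2 fold change of at least 1, and 431 of these were higher and 168 lower. The unadjusted p-value was below 0.05 for 2272 entries. The 3 and 3 libraries did not overlap for 98.9% of the called entries and for 46% of all tested entries, where chance gives 10%. The share of calls that were higher was 52%. It was 75.6% with limma on log2(FPKM + 1), which called 701 entries. The alternative that moved the number of calls most was the minimum absolute log2 fold change of 1, which left the 599 above. The quasi-likelihood test of edgeR called 879 entries, of which 856 were also called by DESeq2. Without pbp1Δ replicate 2 the count was 756, and without pbp1Δ replicate 3 it was 786. Scaling by total counts in place of size factors shifted the median log2 fold change of all entries by 0.114 in this comparison and by 0.112 in pab1Δpbp1Δ against WT.

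The highest log2 fold changes under the rule for naming genes were those of SSA3 (7.07, SE 0.91), HSP12 (5.5, SE 0.24), ADH2 (4.96, SE 0.36), HBT1 (4.86, SE 0.39) and YHR054C (4.79, SE 0.97), with DESeq2 adjusted p-values of 4.88e-13, 7.23e-111, 8.76e-40, 8.24e-33 and 1.02e-05. HSP12 had 1539 ± 271 normalized counts in pab1Δpbp1Δ and 34 ± 6.51 in pbp1Δ (SD, n = 3). SSA3 had 449 ± 294 and 3.26 ± 1.58 (SD, n = 3). The lowest were PAB1 itself, TIS11 (-4.94, SE 1.27), HO (-4.34, SE 0.37), RPS22B (-4.01, SE 0.17) and ATF1 (-3.72, SE 0.39), the last 4 with adjusted p-values of 0.000762, 7.39e-30, 1.84e-121 and 1.8e-19. RPS22B had 189, 236.5 and 238.1 normalized counts in the pab1Δpbp1Δ libraries and 3549 ± 304 in pbp1Δ (SD, n = 3). By the rule for naming genes, each of these changes was in the same direction in all 3 pab1Δpbp1Δ libraries against all 3 pbp1Δ libraries. The calls held in all 10 alternatives for these genes except TIS11, with adjusted p-values that reached at most 0.0014, for YHR054C. The adjusted p-value of TIS11 ranged from 1.3e-06 to 0.032 and its call held in 8 of 10 alternatives. One pbp1Δ library had 7730 normalized counts of TIS11 against 804 and 1235 in the others. Without pbp1Δ replicate 3 the log2 fold change of TIS11 was -3.27, and without pab1Δpbp1Δ replicate 3 it was -4.54, and it was called in neither fit. YHR054C had 72.7 normalized counts in pbp1Δ replicate 3 against 11.5 and 8.2 in the others, and its log2 fold change was 6.43 without that library. That of ATF1 was -4.31 without pab1Δpbp1Δ replicate 3. SSA3, ADH2, RPS22B and YHR054C have close paralogs, so their counts are uncertain where reads match several copies.

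**Figure D2:**
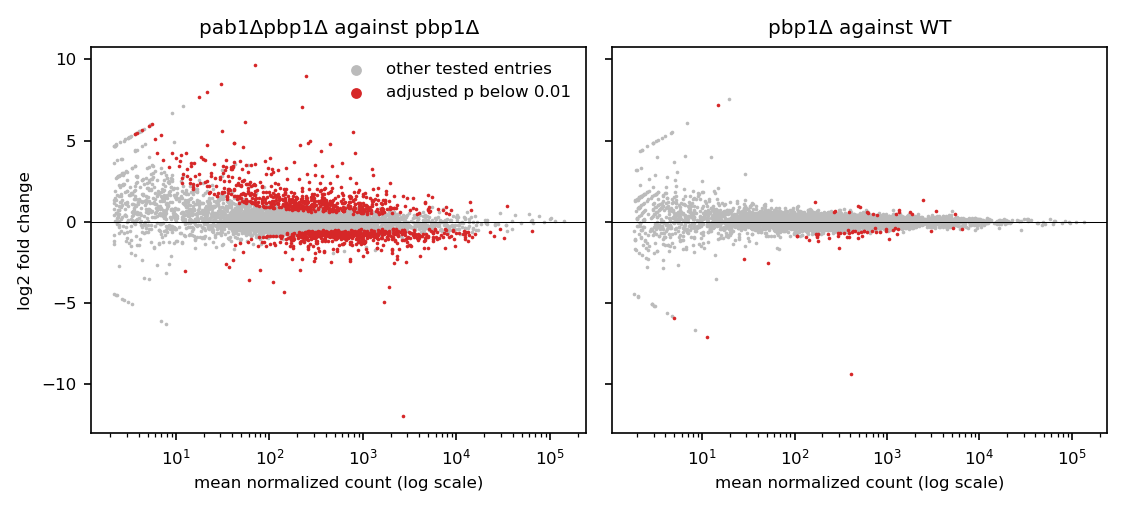
Log2 fold change against mean normalized count (log axis) for every entry that DESeq2 tested, pab1Δpbp1Δ against pbp1Δ on the left and pbp1Δ against WT on the right, with called entries in red. The left panel holds 1230 called entries and the right panel 68.

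To see what loss of Pbp1 alone changed, pbp1Δ was compared with WT. DESeq2 tested 5638 entries and called 68 of them, 19 higher and 49 lower in pbp1Δ, and 14 of these had an absolute log2 fold change of at least 1. The unadjusted p-value was below 0.05 for 716 entries. The libraries did not overlap for 100% of the called entries and for 23.4% of the tested entries, where chance gives 10%. This count depended on the test. The quasi-likelihood test of edgeR called 1 entry, which was PBP1 itself, at 856 entries with an unadjusted p-value below 0.05. Limma on FPKM called 1 or 2 entries depending on the pseudocount. The fit on all 9 libraries called 33 entries. Without WT replicate 1, 2 or 3 the counts were 26, 18 and 20, without pbp1Δ replicate 2 or 3 they were 32 and 30, and without pbp1Δ replicate 1 the count was 90. A changed set of transcripts in pbp1Δ other than PBP1 was thus not found by every test. The study's methods describe the WT libraries as technical replicates, so the spread in this comparison may understate that between isolates.

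In this comparison the highest log2 fold changes were those of IMD2 (1.34, SE 0.15), ENA1 (1.2, SE 0.22) and MEP2 (0.98, SE 0.15), with DESeq2 adjusted p-values of 1.17e-15, 2.29e-05 and 1.78e-07. The lowest after PBP1 were YGP1 (-1.61, SE 0.31) and MTO1 (-1.21, SE 0.2), with adjusted p-values of 5.26e-05 and 1.65e-06. All 3 pbp1Δ libraries lay on one side of all 3 WT libraries for each of the 5, as the rule for naming genes required. With edgeR none of the 5 was called, and limma on FPKM called at most 2 entries in all. The 10 alternatives run for single genes did not include limma or the fit on all 9 libraries. Over those of the 10 that gave an adjusted p-value, it ranged from 2.2e-32 to 0.011 for IMD2, from 5.4e-06 to 0.026 for ENA1, from 5.5e-08 to 0.021 for MEP2, from 2.7e-12 to 0.057 for YGP1 and from 4.3e-07 to 0.021 for MTO1. IMD2 and ENA1 have close paralogs, and their counts are uncertain for that reason.

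**Figure D3:**
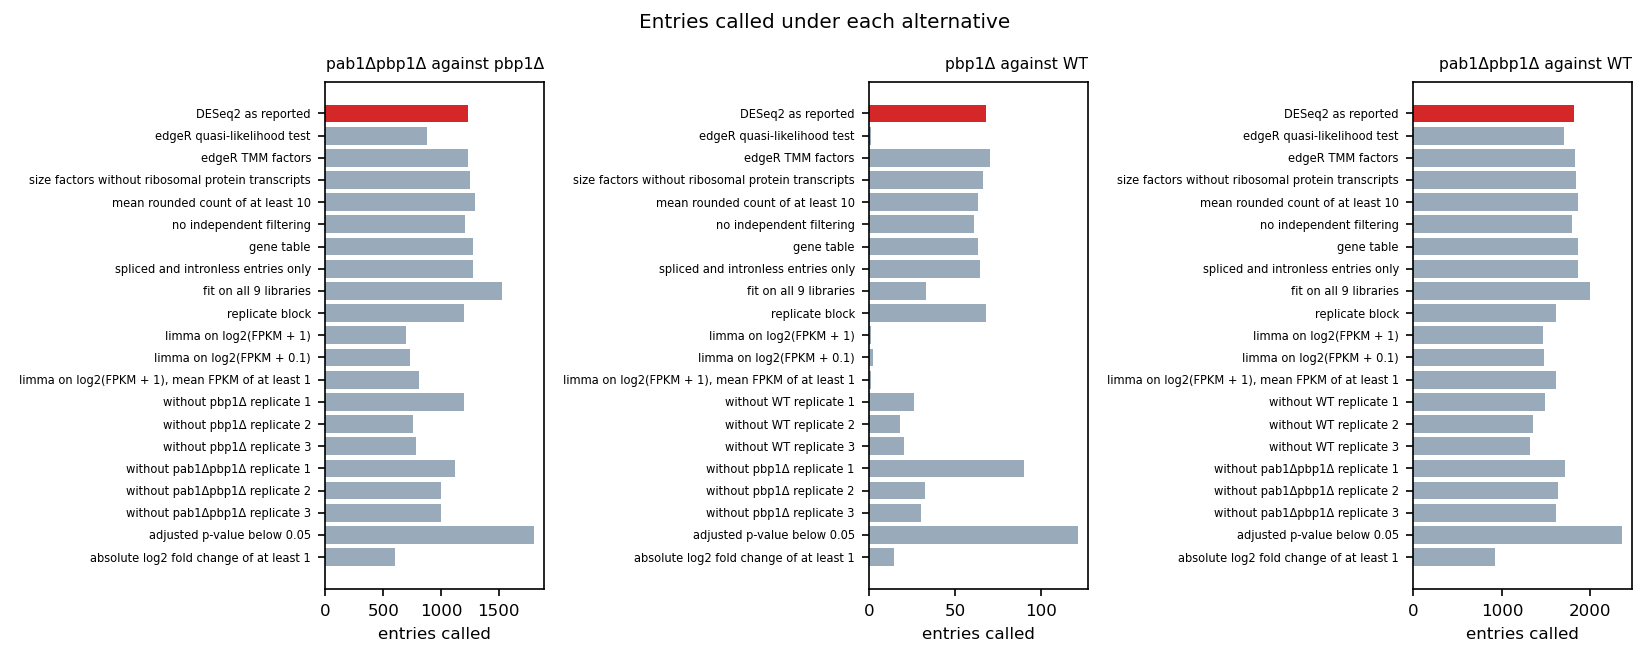
Number of entries called in each comparison by DESeq2 as reported (red) and under each alternative (grey), on linear axes that start at 0 and differ between panels. The count for pbp1Δ against WT ran from 1 to 121, and that for pab1Δpbp1Δ against pbp1Δ from 599 to 1801.

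Against WT, pab1Δpbp1Δ had 1818 called entries among 5880 tested, 921 higher and 897 lower. The unadjusted p-value was below 0.05 for 2753 entries. The libraries did not overlap for 99.7% of the called entries and for 55% of the tested entries, where chance gives 10%. The alternative that moved the count most was a minimum absolute log2 fold change of 1, which left 926 entries, 621 higher and 305 lower. Limma on log2(FPKM + 1) called 1463, 940 higher and 523 lower. The quasi-likelihood test of edgeR called 1698. The log2 fold changes of pab1Δpbp1Δ against WT and against pbp1Δ had a Pearson correlation of 0.919 across 5304 entries. Both use the same pab1Δpbp1Δ libraries, and simulated unchanged groups that shared libraries in this way gave a mean correlation of 0.51 and at most 0.58 over 100 simulations.

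Of the translation and mRNA decay factors that the study discusses by name, 17 were examined. The study reported on the levels of these factors in the same strains, so the number of them called is not independent evidence. In pab1Δpbp1Δ against pbp1Δ, 8 of the 17 were called over all genes tested and 9 when adjusted over the list alone, with all 8 lower. The 8 were TIF4631 (log2 fold change -0.82), TIF4632 (-0.84), SUI1 (-1.37), SUP35 (-0.77), RLI1 (-1), MOT2 (-0.75), NAM7 (-0.91) and DHH1 (-0.65), and each lay below all 3 pbp1Δ libraries in all 3 pab1Δpbp1Δ libraries. DHH1 was called in 6 of 10 alternatives and was lost with edgeR (-0.64) and without pbp1Δ replicate 2 (-0.62), pbp1Δ replicate 3 (-0.66) or pab1Δpbp1Δ replicate 3 (-0.59). MOT2 was lost without pbp1Δ replicate 2 (-0.73) or pab1Δpbp1Δ replicate 2 (-0.73), and TIF4632 without pbp1Δ replicate 2 (-0.66). SUP45 changed by -0.48 and was called only without pbp1Δ replicate 1 (-0.59). NOT5 (-0.50), TEF1 (0.32), TEF2 (-0.07), PAT1 (-0.09), LSM1 (-0.03), DCP1 (0.28), DCP2 (-0.09) and XRN1 (-0.24) were not called. Among these, DCP1 was 0.57 without pbp1Δ replicate 1 and 0.04 without pab1Δpbp1Δ replicate 1, and XRN1 was -0.37 without pab1Δpbp1Δ replicate 2 and -0.08 without replicate 3. TEF1 was 0.18 without pab1Δpbp1Δ replicate 3, and DCP2 ranged from -0.19 to -0.01 and TEF2 from -0.18 to -0.01 when 1 library was left out. The sign changed for PAT1 without pab1Δpbp1Δ replicate 1 (0.05) and for LSM1 without pbp1Δ replicate 1 (0.19) or pab1Δpbp1Δ replicate 2 (0.17) or 3 (0.1). TEF1 and TEF2 encode the same protein, and the division of reads between them is uncertain. In pbp1Δ against WT, 0 of the 17 were called over all genes and 0 when adjusted over the list alone, with an unadjusted p-value below 0.05 for 3, and their log2 fold changes lay between -0.4 and 0.24.

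Of the 12 gene lists, 7 passed the camera threshold in pab1Δpbp1Δ against pbp1Δ, 4 higher and 3 lower, and the pab1Δpbp1Δ libraries lay on the same side in each. The median log2 fold change was -0.5 for the 138 cytosolic ribosomal proteins (adjusted p-value 2.8e-12), -0.73 for the 53 ribosome biogenesis factors (5.68e-12), -0.61 for the 28 initiation factors (2.71e-05), 0.74 for the 71 mitochondrial ribosomal proteins (7.07e-12), 0.71 for the 22 chaperones of the heat shock response (0.000165), 0.41 for the 14 members of the 20S proteasome core (0.0114) and 0.26 for the 17 glycolytic enzymes (0.027). The 5 other lists did not pass, with medians of -0.24 for elongation factors, -0.52 for release and recycling factors, -0.05 for decapping and 5′-3′ decay factors, -0.15 for deadenylation and 3′-5′ decay factors and 0.03 for oxidative phosphorylation subunits. All 7 calls held under fry, which passed 10 lists, and 0 held with an inter-gene correlation estimated from the data, the alternative that moved the number most. Adjusted p-values of the 12 lists were then between 0.377 and 0.64, and 1 list had an unadjusted p-value below 0.05. The 9 other divisions of the same 6 libraries into 3 and 3, each with 2 libraries of one strain and 1 of the other on a side, passed between 3 and 6 lists under camera. Such divisions keep part of the strain difference. The call for glycolytic enzymes was lost without pbp1Δ replicate 1 (median 0.17) and without pab1Δpbp1Δ replicate 3 (median 0.21). It held without pab1Δpbp1Δ replicate 2, where the median was lowest (0.15). Without pbp1Δ replicate 1 the medians were -0.27 for elongation factors and -0.25 for the deadenylation list, and without pbp1Δ replicate 2 both were -0.1. The decapping list changed sign without pbp1Δ replicate 1 (0.09), pab1Δpbp1Δ replicate 1 (0.03) or pab1Δpbp1Δ replicate 2 (0.09), and oxidative phosphorylation subunits without pab1Δpbp1Δ replicate 1 (-0.07).

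Single members of the lists were called as follows in pab1Δpbp1Δ against pbp1Δ, first over all genes tested and then adjusted over the list alone. There were 51 and 58 of the cytosolic ribosomal proteins, 32 and 37 of the mitochondrial ribosomal proteins, 16 and 19 of the initiation factors, 3 and 3 of the 10 elongation factors, 3 and 5 of the 6 release and recycling factors, 7 and 7 of the 24 decapping and 5′-3′ decay factors, 5 and 5 of the 26 deadenylation and 3′-5′ decay factors, 5 and 5 of the proteasome core, 4 and 5 of the glycolytic enzymes, 12 and 12 of the 37 oxidative phosphorylation subunits, 29 and 33 of the ribosome biogenesis factors and 12 and 14 of the chaperones. All 51 cytosolic ribosomal protein calls were lower and all 32 mitochondrial ribosomal protein calls were higher. The extreme members of the lists ranged from RPS22B (-4.01) to RPL41B (0.39) among cytosolic ribosomal proteins, from RSM23 (-0.29) to MRPL50 (1.83) among mitochondrial ribosomal proteins, from SUI1 (-1.37) to TIF11 (0.72) among initiation factors, from EFB1 (-1.05) to EFT2 (0.52) among elongation factors and from RLI1 (-1) to TMA22 (0.56) among release and recycling factors. They ranged from NMD2 (-1.04) to EDC1 (2.01) in the decapping list, from MOT2 (-0.75) to CDC36 (1.15) in the deadenylation list, from PUP1 (-0.11) to PUP2 (0.78) in the proteasome core, from PFK1 (-0.2) to TDH1 (2.85) among glycolytic enzymes, from COX4 (-1.2) to CYC7 (1.97) among oxidative phosphorylation subunits, from DBP3 (-1.28) to KRR1 (0.11) among ribosome biogenesis factors and from SIS1 (-0.72) to SSA3 (7.07) among chaperones. The call of TIF11 was lost with edgeR (0.73) and without pbp1Δ replicate 2 (0.68) or 3 (0.65) or pab1Δpbp1Δ replicate 1 (0.65) or 2 (0.59), and that of PUP2 with edgeR (0.79) and without pbp1Δ replicate 2 (0.69) or 3 (0.63) or pab1Δpbp1Δ replicate 1 (0.67) or 3 (0.79). TMA22 was called only without pbp1Δ replicate 1 (0.68) or pab1Δpbp1Δ replicate 2 (0.68) among the fits with no covariate, and SIS1 only without pab1Δpbp1Δ replicate 1 (-0.96). The log2 fold change of SIS1 ranged from -0.96 to -0.45 when 1 library was left out. PUP1 changed sign without pab1Δpbp1Δ replicate 2 (0.07). Leaving out 1 library moved RPL41B between 0.06 (pbp1Δ replicate 1) and 0.74 (pbp1Δ replicate 2), NMD2 between -0.6 (pab1Δpbp1Δ replicate 1) and -1.59 (pab1Δpbp1Δ replicate 3), EFT2 between 0.31 (pbp1Δ replicate 1) and 0.71 (pbp1Δ replicate 2), PFK1 between -0.29 (pbp1Δ replicate 1) and -0.07 (pab1Δpbp1Δ replicate 3) and KRR1 between 0.04 (pbp1Δ replicate 3) and 0.2 (pbp1Δ replicate 1). The normalized counts of NMD2 ranged from 53.3 to 286.8 in pbp1Δ and from 25.9 to 151.4 in pab1Δpbp1Δ. RPL41B and EFT2 have near-identical copies, and their values are uncertain.

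In pbp1Δ against WT, 4 lists passed under camera. Under fry 0 passed, with an unadjusted p-value below 0.05 for 4 lists, and with an estimated correlation 0 passed, with an unadjusted p-value below 0.05 for 0. The 4 were mitochondrial ribosomal proteins (median log2 fold change -0.37, adjusted p-value 1.56e-12), ribosome biogenesis factors (-0.24, 1.49e-07), oxidative phosphorylation subunits (-0.19, 0.0024) and the 20S proteasome core (0.2, 0.00486). All 3 pbp1Δ libraries showed the direction for each except oxidative phosphorylation subunits, where 2 did. Adjusted p-values of these 4 lists under fry were 0.0804, 0.126, 0.168 and 0.0804. The 9 divisions that mix the strains passed between 2 and 5 lists under camera, and these too keep part of the strain difference. The call for oxidative phosphorylation subunits was lost without pbp1Δ replicate 2 (median -0.12). The 20S proteasome core passed in each fit that left out a library, with medians from 0.12 (pbp1Δ replicate 1) to 0.24 (pbp1Δ replicate 2). Cytosolic ribosomal proteins had a median of 0.05, which was -0.04 without pbp1Δ replicate 1, and passed without pbp1Δ replicate 2 (0.13) or 3 (0.1). Glycolytic enzymes had a median of 0.02, which was -0.05 without WT replicate 1 and -0.02 without pbp1Δ replicate 2, and the decapping list 0.02, which was -0.05 without WT replicate 3. Chaperones had a median of -0.07 and passed without WT replicate 3 (-0.1). The remaining lists had medians of -0.04 for initiation factors, 0.04 for elongation factors, -0.07 for release and recycling factors and -0.08 for deadenylation and 3′-5′ decay factors.

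**Figure D4:**
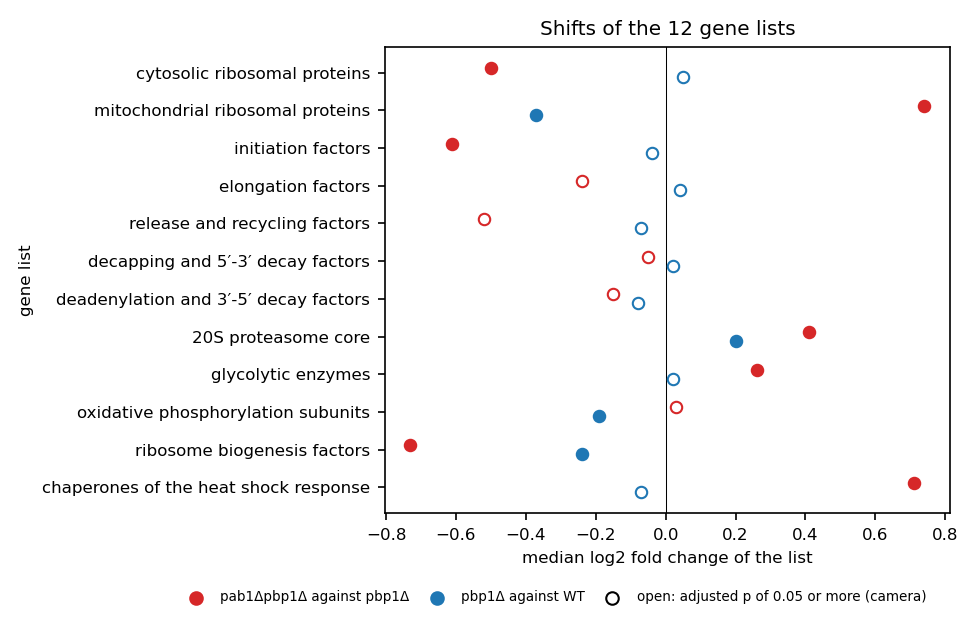
Median log2 fold change of the members of each gene list in pab1Δpbp1Δ against pbp1Δ (red) and in pbp1Δ against WT (blue), with filled points for lists that passed the camera threshold. Medians ran from -0.73 to 0.74 in the first comparison and from -0.37 to 0.2 in the second.

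The 138 cytosolic ribosomal protein transcripts took 16.6% ± 0.726 of all expected counts in WT, 17.3% ± 2.16 in pbp1Δ and 13.2% ± 1.67 in pab1Δpbp1Δ (SD, n = 3 each). The share was lower by a difference of -4.12 percentage points in pab1Δpbp1Δ against pbp1Δ, with no overlap between the 3 and 3 libraries. The exact two-sided permutation p-value was 0.1, the smallest that 3 against 3 libraries allow, and 0.15 after Benjamini-Hochberg adjustment over the 3 comparisons. Against WT the difference was -3.47 points, with the same exact p-value of 0.1 and adjusted value of 0.15. The difference between pbp1Δ and WT was 0.647 points with an exact permutation p-value of 0.9 and an adjusted value of 0.9, and it was -0.579 without pbp1Δ replicate 1. The alternative that moved the 2 differences of pab1Δpbp1Δ most was the share of summed FPKM, at -7.59 points against pbp1Δ and -6.98 against WT. That between pbp1Δ and WT moved most without pbp1Δ replicate 1.

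Log2 fold changes in pab1Δpbp1Δ against pbp1Δ fell with effective transcript length, with a Spearman correlation of -0.281 across 5342 entries, which are not independent replicates. In 4 groups of equal size, from the shortest to the longest entries, the median log2 fold change was 0.36, 0.05, -0.18 and -0.15. The correlation was -0.369, -0.135 and -0.295 for the 3 pab1Δpbp1Δ libraries taken singly. The alternative that moved it most was the fit without pab1Δpbp1Δ replicate 2, at -0.35.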

Values the study reported

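For the loss of Pab1 in the pbp1Δ background, the study reported that about 500 mRNAs changed in relative translation efficiency, while over 90% of the transcriptome did not. Across all pairs of the 3 strains, it gave Spearman correlations of 0.6 to 0.72 between changes in footprint reads and changes in protein abundance. By mass spectrometry, eRF3 stood at 80% and eEF1A at 129% of their pbp1Δ levels. The most reduced ribosomal protein was at 45% and the most reduced initiation factor at 64% of the normal amount.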

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

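For pab1Δpbp1Δ against pbp1Δ, the count of 1230 calls was within 1.5 times of itself with edgeR, both other scalings, the filters, the gene table, spliced entries and the fit on all 9 libraries. It was 701, 729 and 813 with limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) at a mean FPKM of at least 1, and 599 with a minimum absolute log2 fold change of 1, which keeps part of the same calls by construction. The share of higher calls, 52%, was 56.8% with edgeR, 75.6%, 75.3% and 72.1% in the same limma fits and 72% with the minimum fold change. Across the 6 fits that each left out a library, the count ran from 756 to 1201 and the share from 50.7% to 55%. The cause of the limma shift was not tested.

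For pbp1Δ against WT, the 68 calls became 1 with edgeR, 1, 2 and 1 in the limma fits, 33 in the fit on all 9 libraries, 14 with the minimum fold change and 121 at an adjusted p-value below 0.05, and ran from 18 to 90 across the leave-one-out fits. Why the tests differ was not tested. With fewer libraries in a fit, fewer calls follow from the smaller sample, except without pbp1Δ replicate 1. For pab1Δpbp1Δ against WT, the 1818 calls became 926 with the minimum fold change and stayed within 1.5 times under the other alternatives, from 1321 to 1715 in the leave-one-out fits. The share of these calls that were higher, 50.7%, was 67.1% with the minimum fold change and 64.3%, 64.6% and 62.9% in the limma fits.

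With an estimated inter-gene correlation, 0 lists passed in pab1Δpbp1Δ against pbp1Δ (7 as reported) and 0 in pbp1Δ against WT (4 as reported), where fry also passed 0. The unadjusted p-value was below 0.05 for 1 list in the first case, 0 in the second and 4 under fry. The estimates reached 0.415 for cytosolic ribosomal proteins against the preset 0.01, which raises the variance assumed for the mean of a list. Leave-one-out fits passed 6 to 7 lists in the first comparison and 4 to 5 in the second.

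With the share of summed FPKM, the ribosomal protein difference was -7.59 points for pab1Δpbp1Δ against pbp1Δ and -6.98 against WT. FPKM divides counts by transcript length. Between pbp1Δ and WT the difference ran from -0.579 to 1.47 points across the leave-one-out fits. The lowest correlation within a strain was 0.943 with a pseudocount of 0.1, 0.975 with no filter and 0.972 from FPKM. The correlation of the fold changes was 0.931 at a mean count of at least 100. The cause of these shifts was not tested.

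Values that changed sign did so in fits that left out a library. In pab1Δpbp1Δ against pbp1Δ they were the median of the decapping list (from -0.12 to 0.09 over these fits), oxidative phosphorylation subunits (-0.07 to 0.16), PAT1 (-0.23 to 0.05), LSM1 (-0.43 to 0.19) and PUP1 (-0.33 to 0.07). In pbp1Δ against WT they were glycolytic enzymes (-0.05 to 0.08), the decapping list (-0.05 to 0.12), cytosolic ribosomal proteins (-0.04 to 0.13) and the share of counts in ribosomal protein transcripts. The cause was not tested. Over the 24 list medians and 312 alternative values, 279 kept direction and side of the threshold, 18 were weaker, 7 stronger and 8 reversed. Over 53 values of named genes and 530 alternative values, 484 kept both, 33 were weaker, 8 stronger and 5 reversed.

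Whether the replicate numbers pair the samples was left open. Deviations of same-numbered libraries correlated at 0.23, 0.18 and -0.11 in pab1Δpbp1Δ against pbp1Δ, 0.29, 0.07 and 0.27 in pbp1Δ against WT, and 0.26, 0.04 and 0.01 in pab1Δpbp1Δ against WT. For replicate 1 these values lay above those with differently numbered libraries, which were -0.16 to -0.13, -0.32 to 0.04 and -0.19 to -0.08. Replicate 3 in pbp1Δ against WT did so too (-0.18 to -0.1), and the remaining values did not. A batch shared by the first replicates was thus not excluded. With the number as a replicate block the counts were 1197, 68 and 1609, and 37 of the 68 were shared with the fit without the block. Under the block, NMD2 (-1.06), EFT2 (0.54), TMA22 (0.55) and SIS1 (-0.71) were called in pab1Δpbp1Δ against pbp1Δ. URA3 (0.63) was not called in pbp1Δ against WT, where ENA1 (1.22) and MTO1 (-1.2) were given no adjusted p-value and so were not called either. The lists passing under the block were 7 and 4. No alternative named before the data were examined was left out.

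Depth limits the low end of the tables. The least deep library, pab1Δpbp1Δ replicate 3, held 3149040 counts. Entries below a mean count of 10 were not used in list, length or correlation results, apart from the alternatives with no filter.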

Other observations

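The observations in this part were selected after looking through several scans of the data (by chromosome, intron content, paralog pairs and single libraries), not all of which showed a pattern, and the tests on ribosomal protein gene pairs, single libraries, thinned libraries, chromosome ends and VTH1 and VTH2 were chosen only after the result was seen. Genes named here outside the naming rule were chosen after their values were seen.

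The counts of calls were set against other divisions of the same 6 libraries. In pab1Δpbp1Δ against pbp1Δ, 1 of the 10 splits gave as many calls, the real one, and the 9 others gave between 0 and 13. In pbp1Δ against WT it was also 1 of the 10 splits, with 0 to 9 calls in the others, and in pab1Δpbp1Δ against WT 1 of the 10, with 0 to 2. With 10 splits the share cannot fall below 10%. For the gene lists, 1 of the 10 splits passed as many lists as the 7 of the real split in pab1Δpbp1Δ against pbp1Δ, with up to 6 in the others. In pbp1Δ against WT, 4 of the 10 splits passed at least the 4 lists of the real split. Each of the other splits mixes the strains and keeps part of the difference between them.

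Low-count transcripts rose and abundant transcripts fell in pab1Δpbp1Δ against pbp1Δ. When 5153 entries were ranked by their counts in WT, whose libraries are in neither compared group, the median log2 fold change ran from 0.49 in the lowest of 10 equal groups to -0.36 in the highest, and from 0.47 to -0.38 with TMM factors. The correlation with the WT count was -0.385, which argues against noise shared by the ranking and the compared libraries as the source. WT and pbp1Δ libraries resembled each other, so regression to the mean from other sources was not excluded. In single pab1Δpbp1Δ libraries the correlation with the WT count was -0.315, -0.348 and -0.415, the second the deepest and the third the least deep. With all 6 libraries thinned to the total of the least deep it was -0.383, and -0.311, -0.338 and -0.416 for the single libraries, which argues against unequal depth as the source. It was -0.357 without ribosomal protein and ribosome biogenesis transcripts, and -0.371 as a median within 10 groups of similar effective length, so neither of these accounts for it alone. In pbp1Δ against WT, the correlation of the fold change with the pab1Δpbp1Δ count was -0.006. The range of footprint densities in each strain was not measured. The 10 most abundant entries held 16%, 17% and 18.8% of counts in the pab1Δpbp1Δ libraries and 14.4%, 15.5% and 15.6% in pbp1Δ. A rise of low-count and a fall of abundant transcripts may accompany the loss of Pab1, as a hypothesis found and tested on the same data. A uniform background of fragments that are not footprints would act in the same direction and was not tested, nor was slow growth, which comes with the strain.

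In some ribosomal protein gene pairs, 1 copy fell much further than the other. Of 59 pairs, 7 had log2 fold changes more than 1 apart in pab1Δpbp1Δ against pbp1Δ, and 0 of the pairs did in pbp1Δ against WT. In each of the 7, the same copy had the lower log2 fold change in all 3 pab1Δpbp1Δ libraries. Among the 7 pairs were RPS22B (-4.01) against RPS22A (-0.18) and RPL9B (-2.13) against RPL9A (-0.35). If reads had moved to the other copy, the sum of both would not fall further in unequal pairs. Across pairs, the gap and the log2 change of the sum correlated at -0.444, and the other copy rose in 1 of the 7 pairs. In the gene table, where spliced and unspliced forms are summed, the lower copies still had a median of -2.13, which argues against reads moving to the unspliced entry, and the 5 with an unspliced entry had a median of -2.49. Copy-specific regulation in pab1Δpbp1Δ may underlie the gaps, as a hypothesis. Footprint counts do not say whether mRNA level or translation changed.

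After 1 was added to each normalized count, some transcripts differed over 4-fold from both other libraries of their strain, among 4528 entries with a mean of at least 50. There were 11 such cases in pab1Δpbp1Δ, 10 in pbp1Δ and 3 in WT. Those in pbp1Δ include YBR027C in 2 libraries, the near-identical VTH1 and VTH2, and YJL043W at 3.2 normalized counts, and those in pab1Δpbp1Δ include VTH1, so the totals are not counts of differences between isolates. Replicate 1 of pab1Δpbp1Δ held 7 of the 11, among them PCL5 (88.1 normalized counts against 2107 and 2337) and YJL043W (1.2 against 733 and 695). The least deep pab1Δpbp1Δ library held 3, too few to say whether depth could contribute. Of the 7, 57.1% deviated the same way in pbp1Δ replicate 1 and 71.4% in WT replicate 1, and with 7 transcripts a batch shared by libraries of the same number cannot be told apart from none. Differences between isolates, which the study's methods describe for the mutants and not for WT, remain open and untested.

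Genes near chromosome ends were higher in pab1Δpbp1Δ against pbp1Δ. The scan first used the 5 genes nearest each end, and the 10 nearest were added later. The median log2 fold change was 0.73 for 53 genes in the first case and 0.39 for 151 in the second, against -0.02 for the other genes. Random lists matched on mean count and effective length had medians of 0.11 and 0.08, and the share of 10000 lists that reached the observed median was 1e-04 in each case, the smallest these draws can give, which argues against low counts alone. Genes do not vary independently, and the draws do not allow for that. Without genes whose name stem recurs among the end genes, the median was 0.88 for 5 genes per end and 0.23 for 10. Reads shared within these named families thus do not account for the whole shift. Genes with only a systematic name and families that recur elsewhere were kept, so reads shared among those were not excluded. Among genes with a mean count of at least 100, the median was 0.7 for 19 genes and 0.11 for 73, against -0.1 for the other genes. A chromatin effect at chromosome ends might be involved, but slow growth and stress in the strain were not separated from it.

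VTH1 and VTH2, which are near-identical, swapped their counts between libraries. After 1 was added to each normalized count, the highest value of VTH1 within a strain was up to 199 times the lowest and that of VTH2 up to 264 times, while the sum of both varied by at most 1.44 times. Reads shared between the copies, divided differently in each library, are a likely source. No biological explanation was tested. The same may hold for other near-identical genes in the tables.

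A few values are given with no explanation. Unspliced entries held 0.0903%, 0.144% and 0.158% of counts in the pab1Δpbp1Δ libraries and between 0.0846% and 0.109% in the 6 others. In replicate 2 of pbp1Δ, PBP1 had 3.6 expected counts, and in replicate 2 of pab1Δpbp1Δ, PAB1 had 4.08.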
